A study of Homo sapiens with 102 samples. Its data were reported in "Epigenetic landscape of synthetic human centromere core regions: CENP-A assembly and euchromatic modifications interdependently antagonize heterochromatin accumulation" (2026).

How the data were processed

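The libraries came from HT1080 cells that carry 1 of 6 HAC lines. Chromatin was fixed with formaldehyde and sonicated, and the immunoprecipitated DNA of 3 ChIP reactions was pooled per library, so the spread between reactions is not in the data. The position codes were amplified together with common primers in a competitive PCR and sequenced on short reads. The authors trimmed the reads with cutadapt 4.0, matched them to the list of codes with Bowtie and deposited the number of reads per code as counted by SAMtools, as their processing notes and methods state. The deposited values are therefore raw read counts, not normalised, for 128 codes named T and 384 codes named L, and a count of unmatched reads per library. T001 was carried in both main lines and T072, which lies among dense codes, in neither, so these names may be exchanged in the list of codes, which was not tested. Codes T were taken as CenU and codes L as NCU. That reading is inferred from the numbers of codes and from where CENP-A reads fell. Unmatched reads were 5.98% to 19.2% of all reads and were left out of every total.

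Groups were formed by HAC line, antibody and treatment from the sample labels, with 1 library per group. No test was made within a line. A test over both lines, chosen after the data were seen, took for each code its log2 change from the mean of the 7 conditions of the line, then the median over dense codes, or dense minus sparse, per library. Its statistic was the difference between 2 conditions averaged over the lines, and exact p-values, two-sided, came from all pairs of conditions within each line, which holds under the null that none of the 7 conditions differ. They were adjusted by Benjamini-Hochberg over all antibodies, comparisons and measures together. A least-squares fit of line and condition to the same values, which assumes normal errors, was computed first and passed 1 of 84 values after adjustment, CENP-A on the dense codes from thymidine to colcemid, and it was set aside because so few libraries call for an exact test. Matched reads per library were 1494 to 1360701. A share was given an exact binomial (Clopper-Pearson) 95% interval. The interval of a median came from 1000 Poisson draws of the counts of both libraries, with the lists of codes held fixed. PCR duplicates cannot be told apart from separate molecules, so the error of a value with few template molecules is larger than its interval.

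A code was carried by a line where its median over the libraries of the line was at least 0.1% of CenU reads, or of NCU reads for NCU codes. Because the share of reads on a code grows with its copy number, CENP-A density was log2(CENP-A reads + 0.5) minus the mean of log2(reads + 0.5) over the 6 marks in untreated cells, centred on the median of the carried codes. Dense codes were the highest and sparse codes the lowest part, 1 in 3 of the carried codes each. The regions drawn by the study were not used. The level of a mark was log2(reads + 0.5) in untreated cells minus the mean of the other 5 marks in siControl cells. Density holds each mark with a weight of 1 in 6 and with a negative sign. This lowers a positive relation of that mark to density and strengthens a negative one. The amount was not tested on its own, since the values without a proxy, given below, also drop the correction for copy number. The change of a code between conditions was the log2 ratio of reads + 0.5 over the NCU reads of the library, and the medians over dense and sparse codes and their difference were reported. Dense and sparse codes were fixed in untreated cells, so comparisons among treated libraries do not share libraries with the choice of codes, while the comparison of siControl with untreated cells does. Euchromatic marks were H3K4me2, H3K14ac, H4K8ac and H4K20me1, and the other marks H3K36me2 and H3K9me3. The scale by qPCR recovery that the study used was not used here.

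Codes were named by a rule set before the data were examined, as were the groups, measures, lists of marks and most alternatives. It took the 5 codes of highest and the 5 of lowest density per line, the 3 richest CENP-A codes per line (of which the richest is printed), and per comparison the 3 largest rises and 3 largest falls of CENP-A and of H3K9me3 among codes with at least 100 reads in both libraries. Where all values had 1 sign, the smallest changes stand at the other end. Only some of the codes so named are printed. The rule that counts a mark as risen or fallen, the choice of the results treated as main values, the scatter limit of 1.5 and the level that set apart reads on codes not carried were fixed after the values of the libraries and comparisons had been seen. Random lists were drawn 10000 times within 5 bins of mean read share. They were not matched on position, while dense codes form runs of correlated neighbours. Their spread may therefore be too narrow, and an extreme percentile can overstate how unusual the dense codes are.

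Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The measures were tested on simulated data, 100 sets of counts drawn from the siControl library at the depth of the siKAT7 and siControl libraries, with log2 changes of −1, 0 and 1 put into the dense codes. The mean estimate missed the true value by at most 0.034 for CENP-A and 0.0085 for H3K9me3 over 61 codes of HAC 1-20, and by at most 0.11 and 0.011 over 75 codes of HAC 4-65, where the CENP-A libraries are shallow. The intervals covered the true value in 97% to 100% of sets. These sets held counting error only, like the intervals themselves, so the coverage does not extend to differences between libraries or to PCR noise. The scatter of real libraries, defined below, had a median of 0.46 on the log2 scale in the 93 libraries without wide scatter.

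The alternatives were codes split at the median density, CENP-A against H3K9me3 alone or with no proxy for copy number, CenU reads as the reference, summed reads in place of medians, a minimum of 100 reads in every library, a pseudocount of 5, marks and proxies exchanged between untreated and siControl cells, carried codes alone for the CenU share, and minima of 0.02% and 0.5% for a carried code. Added after the data were seen were leaving out T001, using codes of HAC 1-20 that HAC 4-65 does not carry, a proxy of 5 marks without H3K14ac, counts of marks without the 5 libraries of wide scatter, and the test over both lines.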

Results

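CENP-A, the histone H3 variant that marks active centromeres, and 6 histone modifications were mapped by ChIP on human artificial chromosomes (HACs) kept in HT1080, an established fibrosarcoma cell line. Each HAC is built from synthetic alphoid repeat units that hold a short sequence of their own, the position code. CenU units have binding sites for the centromere protein CENP-B, and in NCU units these sites are mutated. The data were 102 libraries of reads per code, 49 from HAC 1-20, 49 from HAC 4-65 and 1 CENP-A library from each of HAC 1-8, HAC 4-2, HAC 3-6 and HAC 4-49. HAC 1-20 and HAC 4-65 had 7 antibodies in untreated cells, 3 stages of the cell cycle and 3 siRNA treatments. Matched reads per library ran from 1494 to 1360701, with a median of 345389, and 7 libraries had fewer than 10000. Every group had 1 library, so there are no replicates and no p-values within a line, and 1 test over both lines is given below. The 95% intervals in brackets cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

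The first comparison asked on which units CENP-A sat in each HAC line. In untreated cells CenU codes took 94.5% of matched CENP-A reads in HAC 3-6, 91.6% in HAC 4-65, 86.5% in HAC 1-20, 80.8% in HAC 4-2, 79.8% (exact binomial interval 78.9 to 80.6) in HAC 1-8 and 46.0% (45.9 to 46.1) in HAC 4-49. The marks had lower CenU shares than CENP-A in both main lines. In HAC 1-20 CenU codes took 57.8% of H3K36me2 reads, 36.8% of H3K4me2 reads and 6.94% (6.60 to 7.29) of H3K9me3 reads, and in HAC 4-65 these shares were 46.3%, 20.5% and 8.57%. Carried CenU codes numbered 61 in HAC 1-20 and 75 in HAC 4-65, each from 49 libraries of all antibodies, and, from 1 CENP-A library each, 68 in HAC 1-8, 67 in HAC 4-2, 48 in HAC 3-6 and 78 in HAC 4-49, so the former and the latter counts are not alike. The richest code was T036 in both HAC 3-6 (5.44% of CenU reads) and HAC 4-49 (3.80%), T091 in HAC 4-65 (5.49%), T020 in HAC 4-2 (5.01%), T075 in HAC 1-20 (3.504%) and T100 in HAC 1-8 (3.23%, interval 2.82 to 3.67). A read share holds both the copy number of a code and its ChIP recovery, and no input DNA was used here to part them. In HAC 1-8, read to only 8471 matched reads, the number of carried codes was 113 with the minimum lowered to 0.02% of CenU reads.

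CENP-A density, the CENP-A reads of a code against its reads in the 6 marks of the same untreated cells, fell into domains along the array in both main lines. The median of the dense codes was 11.9-fold above that of the sparse codes in HAC 1-20, a log2 difference of 3.58 between 20 codes and 20, and 11.3-fold (3.502) in HAC 4-65, between 25 and 25. In HAC 1-20 the dense codes were T070 to T083 with gaps, T111 to T116 and T121 to T123, and the sparse codes lay mainly at T065 to T067, T094 to T109 and T125 to T128. T078 (log2 density 1.59), T115 (1.51), T080 (1.31), T114 (1.22) and T081 (1.14) were highest, and T108 (−3.71), T106 (−3.68), T065 (−3.49), T109 (−3.26) and T107 (−3.25) lowest. In HAC 4-65 the dense codes were T030 to T046, T048 to T050, T071 and T073 to T076, and the longest run of sparse codes went from T002 to T014. Its highest codes were T036 (2.01), T075 (2.00), T071 (1.96), T039 (1.93) and T043 (1.83), and its lowest T008 (−4.88), T002 (−4.06), T055 (−3.36), T006 (−3.18) and T010 (−2.86). The density of a code correlated with that of the next carried code at r = 0.787 in HAC 1-20 and 0.794 in HAC 4-65, across codes, which are not independent replicates. Density taken again from siControl cells correlated with that of untreated cells at 0.969 and 0.904, and 18 of 20 and 22 of 25 dense codes were dense again. The codes were sorted on the density of untreated cells, which in part fixes the differences of 3.58 and 3.502. In siControl cells the log2 difference was 3.31 in HAC 1-20 and 2.94 in HAC 4-65. Order along the code numbers is the order in the input construct, and the order in the HAC was not analysed here.

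**Figure D1:**
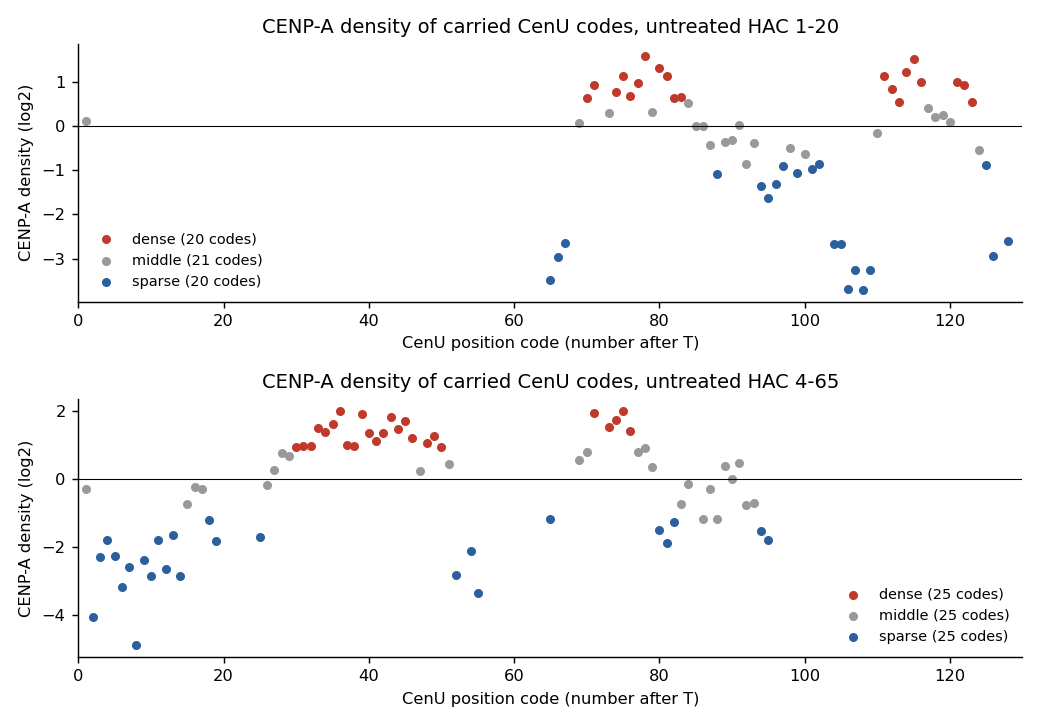
CENP-A density (log2, centred on the median) of each carried CenU code in untreated HAC 1-20 and HAC 4-65, against the number of the code, with dense, middle and sparse codes in 3 colours. Dense codes form runs such as T111 to T116 in HAC 1-20 and T030 to T046 in HAC 4-65.

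The second comparison set the 6 marks against CENP-A density in untreated cells. Both histone H4 marks were higher on dense than on sparse codes in both lines. H4K20me1 was higher by 2.38 (2.18 to 2.52) in HAC 1-20 and 2.89 (2.77 to 3.02) in HAC 4-65 on the log2 scale, and H4K8ac by 1.49 (1.43 to 1.59) and 1.35 (1.22 to 1.40). H3K9me3, the mark of constitutive heterochromatin, differed the other way, by −2.04 (−2.74 to −1.88) and −1.98 (−2.09 to −1.86), as did H3K36me2, by −2.17 (−2.39 to −1.84) and −1.58 (−1.67 to −1.44). These levels are relative to the mean of the other marks, not to input DNA. A mark that is high on dense codes therefore lowers the others there, and opposite signs are in part built in. Without a proxy H3K9me3 was still lower, at −1.58 in HAC 1-20 and −1.16 in HAC 4-65. Those values are not corrected for copy number, so the built-in part was not measured. On H4K20me1 20 of 20 dense codes of HAC 1-20 and 25 of 25 of HAC 4-65 lay above the sparse median, and on H3K9me3 and H3K36me2 0 of 20 and 0 of 25 did. The other euchromatic marks were less uniform. H3K14ac was higher on dense codes by 0.91 (0.77 to 0.99) in HAC 4-65 and by 0.18 (0.081 to 0.29) in HAC 1-20, and H3K4me2 by 0.57 (0.37 to 0.76) in HAC 1-20, while its 0.10 (−0.018 to 0.15) in HAC 4-65 was within counting error.

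Across codes, Pearson r of these relative levels with CENP-A density was 0.878 for H4K20me1 and 0.566 for H4K8ac in HAC 1-20, and 0.816 and 0.858 in HAC 4-65. For H3K9me3 it was −0.759 and −0.771, for H3K36me2 −0.771 and −0.778, for H3K14ac 0.0132 and 0.481, and for H3K4me2 0.107 and 0.124. Spearman rho was 0.872 for H4K20me1, 0.650 for H4K8ac and −0.864 for H3K9me3 in HAC 1-20, and 0.830, 0.852 and −0.781 in HAC 4-65. Among 10000 random lists of codes matched on mean read share, the dense median lay at percentile 99.9 or above for both H4 marks in both lines, at 0 for H3K9me3 in both, and at 2.00 and 0.035 for H3K36me2. For H3K4me2 it was 89.8 in HAC 1-20 and 76.5 in HAC 4-65, and for H3K14ac 69.3 and 99.6. The random lists did not keep the runs of neighbouring codes that dense codes form, so percentiles here and below are descriptive only. Splitting the codes at the median density lowered H4K20me1 in HAC 1-20 to 1.54, and without a proxy for copy number H3K9me3 in HAC 4-65 was −1.16. H3K14ac of HAC 4-65 was 0.25 with untreated and siControl cells exchanged and 0.61 with the codes split at the median. H3K14ac of HAC 1-20 was 0.48 with the codes split at the median, 0.34 without a proxy and 0.050 on codes that HAC 4-65 does not carry, and H3K4me2 of HAC 1-20 was 0.22 with the codes split at the median, 0.26 without a proxy, 0.23 on codes that HAC 4-65 does not carry and 0.94 with cells exchanged.

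**Figure D2:**
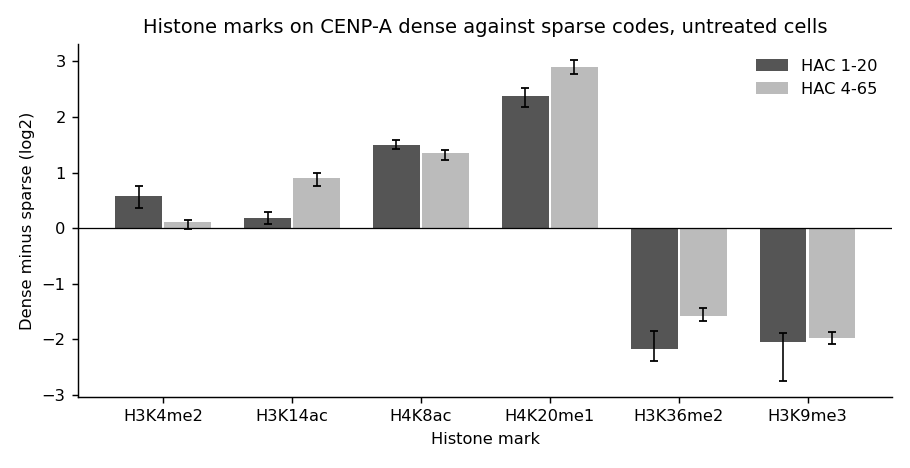
Median of the dense codes minus median of the sparse codes (log2) for 6 histone marks in untreated HAC 1-20 (dark) and HAC 4-65 (light), 1 library per bar, with 95% counting intervals. Each level is relative to the mean of the other marks, so opposite signs are in part built in. H4K20me1 stands highest, at 2.38 and 2.89, and H3K36me2 and H3K9me3 lie below 0 in both lines.

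Changes between conditions were measured per code against the NCU reads of the same library, so they are not the DNA recovery that qPCR gives, and in CENP-A ChIP the NCU reads are few. Dense minus sparse needs no such reference. The yardstick was siControl against untreated cells, where dense minus sparse ran from −0.35 (H3K9me3) to 0.61 (H3K14ac) in HAC 1-20 and from −0.86 (CENP-A) to −0.00083 (H3K36me2) in HAC 4-65, and the dense median from −0.78 to 1.13 and from −1.05 to 0.55. A mark was counted as risen or fallen where its interval excluded 0 and its size exceeded the yardstick of the same line, antibody and measure. For H3K14ac in HAC 1-20 the yardstick used the untreated library with 16.4% of CenU reads on codes not carried.

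A test of both lines together was added after these values had been seen. It was a two-sided exact permutation test of the mean of the lines, over all 1764 ways of drawing a pair of conditions within each line, and the smallest p it allows is 0.00113. A single value at that smallest p adjusts to 0.0952 over 84 tests (Benjamini-Hochberg), so 1 value alone could not pass at 0.05 however large. Values could pass only where several lay at or near the smallest p together, and 0 passed. That result says nothing against an effect confined to 1 value. Before adjustment 10 of 84 had an exact p below 0.05. A least-squares fit to the same values, computed first and set aside for so few libraries, passed 1 of 84 after adjustment, CENP-A on the dense codes from thymidine to colcemid (mean of the lines −0.88), whose exact p was 0.105 (adjusted 0.411). The lowest exact p was 0.00113 (adjusted 0.0952), for H4K20me1 on the dense codes from thymidine to colcemid (mean of the lines −3.55). Next was 0.00227 (adjusted 0.0952), for its dense minus sparse from colcemid to release, at 3.06. That value rests in part on the HAC 4-65 release library, which scattered widely between codes (below). The change there was 4.46, or 2.54 from summed reads, against 1.34 in HAC 1-20. Among the depletions the lowest exact p was 0.0454 (adjusted 0.354), for H3K36me2 dense minus sparse after siKAT7, at 0.84. Rises and falls below are those of single libraries within a line, by the rule above.

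The third comparison followed the cell cycle, from arrest at the G1/S border by thymidine to metaphase arrest by colcemid and to 3 h after release from colcemid. At metaphase H4K20me1 fell on the dense codes, with log2 changes of −3.34 (−3.41 to −3.27) in HAC 1-20 and −3.91 (−3.95 to −3.76) in HAC 4-65, and 20 of 20 and 25 of 25 dense codes were lower. Its dense minus sparse values fell too, at −2.02 (−2.15 to −1.90) and −3.02 (−3.23 to −2.82). All 4 euchromatic marks fell on the dense codes in both lines. H3K14ac changed there by −2.22 (−2.31 to −2.09) and −1.61 (−2.10 to −1.40), H4K8ac by −1.06 in both lines, and H3K4me2 by −0.88 and −0.95. Without a proxy the values of HAC 4-65 were −0.83 for H3K14ac, −0.63 for H4K8ac and −0.42 for H3K4me2. H3K36me2 also fell, at −1.81 (−1.88 to −1.75) and −0.69 (−0.79 to −0.56). H3K9me3 fell on the dense codes of HAC 1-20, at −1.38 (−1.49 to −1.25), where the sparse codes were at −1.07, while in HAC 4-65 it was at −0.17, within the yardstick. CENP-A on the dense codes was at −0.79 (−0.87 to −0.74) in HAC 1-20 and −0.98 (−1.12 to −0.75) in HAC 4-65, and its yardsticks were −0.78 and −1.05, so that the first passed by a narrow margin and the second did not.

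The codes with the largest falls of CENP-A from thymidine to colcemid in HAC 1-20 were T096 (−2.75), T091 (−2.52) and T095 (−2.47), and T125 (0.057), T111 (−0.10) and T065 (−0.27) changed least. For H3K9me3 the largest falls of HAC 1-20 were at the dense codes T121 (−2.17), T111 (−2.01) and T114 (−1.84). In HAC 4-65 H3K9me3 rose most at T050 (0.51), T034 (0.30) and T001 (0.22) and fell most at T075 (−1.18), T045 (−0.85) and T016 (−0.79). No CENP-A code of HAC 4-65 is named because the thymidine library had 3071 matched reads and 1 code passed 100 reads in both libraries.

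After release from colcemid H4K20me1 rose again on the dense codes, by 2.34 (2.28 to 2.39) in HAC 1-20 and 2.98 (2.79 to 3.12) in HAC 4-65, and 20 of 20 and 21 of 25 dense codes were higher. In HAC 1-20 it rose by 1.34 (1.26 to 1.477) against the sparse codes. H3K36me2 rose by 0.73 (0.68 to 0.82) and 0.67 (0.45 to 0.77). H3K9me3 fell on the dense codes, at −0.28 (−0.44 to −0.21) in HAC 1-20 and −0.45 (−0.63 to −0.26) in HAC 4-65. In HAC 1-20 its sparse codes were at −1.01, so dense minus sparse rose by 0.73 (0.52 to 0.81), which was 0.44 with the codes split at the median and 0.48 from summed reads. Of the 4 euchromatic marks 3 rose on the dense codes in HAC 1-20 and 4 in HAC 4-65, H3K4me2 by 0.84 and 0.86 and H4K8ac by 0.78 and 1.63, but the release libraries of H3K14ac in HAC 1-20 and of H3K4me2, H4K8ac and H4K20me1 in HAC 4-65 scattered widely between codes. Without these libraries the counts were 3 of 3 and 1 of 1, the last being H3K14ac in HAC 4-65 at 0.70 (0.56 to 0.77), which was 0.048 without a proxy. H4K8ac in HAC 1-20 was at 0.042 with CenU reads as the reference. In dense minus sparse 2 of the 4 euchromatic marks rose in HAC 1-20 and 1 fell, H4K8ac at −0.38 with sparse codes at 1.16. In HAC 4-65 all 4 rose by that measure, and 1 of 1 without the scattered libraries. CENP-A on the dense codes differed by 0.42 (0.36 to 0.45) and 0.28 (0.18 to 0.38), below the yardstick in both lines. T091 (1.09), T123 (1.00) and T095 (0.91) gained most CENP-A in HAC 1-20, and T082 (1.52), T051 (1.37) and T065 (1.27) in HAC 4-65. H3K9me3 in HAC 1-20 fell most at the sparse codes T101 (−1.45), T065 (−1.39) and T102 (−1.36).

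Release was also set directly against thymidine. On the dense codes of HAC 1-20 H4K20me1 was at −0.78 (−0.83 to −0.75), H3K36me2 at −0.98 (−1.03 to −0.94) and H3K9me3 at −1.80 (−1.88 to −1.71), and in HAC 4-65 H3K14ac was at −0.90 (−1.12 to −0.63) and H3K9me3 at −0.48 (−0.66 to −0.31). CENP-A dense minus sparse rose in HAC 1-20, by 0.66 (0.51 to 0.82), with sparse codes at −1.04, and by 0.41 on codes that HAC 4-65 does not carry. In HAC 4-65 it was at −0.41 (−0.72 to 0.039), within counting error. On the dense codes CENP-A was at −0.39 and −0.57, within the yardstick, with the largest loss of HAC 1-20 at T099 (−2.06) and the largest gain at T124 (0.47).

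With all CenU reads as the reference the CENP-A change to colcemid became 0.28 in HAC 1-20 and −0.075 in HAC 4-65 and the H4K20me1 change −0.44 and −1.25, so the size of a level change, and for CENP-A in HAC 1-20 its direction, rested on the reference. The other changes to colcemid became −0.88 for H3K36me2, −0.72 for H3K14ac, −0.37 for H3K9me3, −0.29 for H3K4me2 and −0.26 for H4K8ac in HAC 1-20, and −0.9996 for H3K14ac, −0.59 for H4K8ac and −0.28 for H3K36me2 in HAC 4-65. After release from colcemid the dense values became 0.47 and 0.54 for H4K20me1, 0.35 and 0.24 for H3K36me2 and 0.53 and 0.29 for H3K4me2, and in HAC 4-65 0.38 for H4K8ac and −0.12 for H3K9me3. For release against thymidine H3K36me2 in HAC 1-20 became −0.44, and in HAC 4-65 H3K14ac became −0.26 and H3K9me3 −0.014. In HAC 1-20 this reference also turned H3K9me3 after release from colcemid (0.52) and, for release against thymidine, H4K20me1 (0.25) and H3K9me3 (0.00044). H4K20me1 dense minus sparse in HAC 1-20 was −0.57 with the codes split at the median and −1.32 from summed reads, and its dense median lay at percentile 18.2 of the matched lists, against 0.165 in HAC 4-65.

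**Figure D3:**
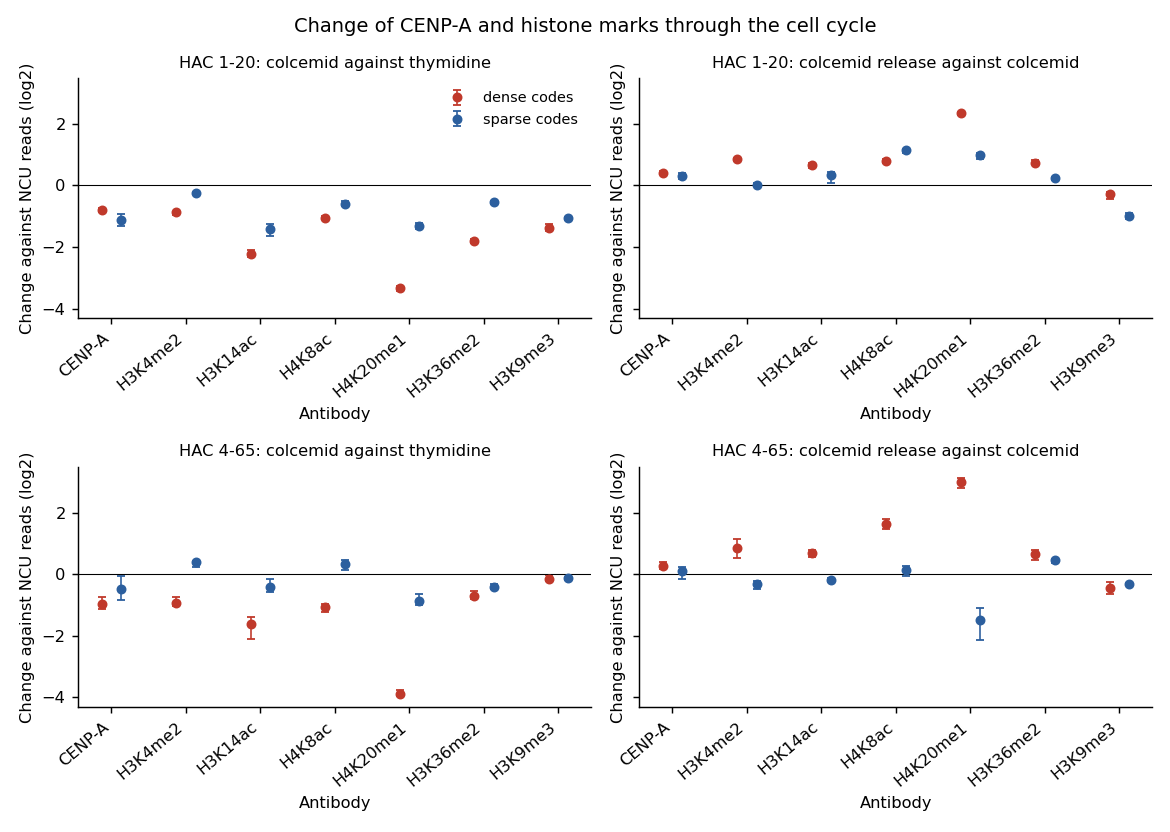
Change against NCU reads (log2) of CENP-A and 6 marks on dense (red) and sparse (blue) codes, from thymidine to colcemid and from colcemid to 3 h after release, in HAC 1-20 and HAC 4-65, 1 library per condition, with 95% counting intervals. H4K20me1 on dense codes fell (−3.34 and −3.91) and then rose (2.34 and 2.98), and in HAC 4-65 the release libraries of H3K4me2, H4K8ac and H4K20me1 scattered widely between codes.

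The fourth comparison asked what depletion of KAT7, an acetyltransferase that acts on histone H3K14 and on H4, or of HJURP, the chaperone that deposits CENP-A, did to CENP-A and the marks. In HAC 1-20 the marks of sparse chromatin came up on the dense codes after both depletions. H3K9me3 rose there by 0.96 (0.82 to 1.06) after siKAT7 and 1.28 (1.14 to 1.39) after siHJURP, 1.94-fold and 2.44-fold, and H3K36me2 by 1.12 (1.04 to 1.17) and 1.18 (1.12 to 1.25). For either mark and depletion 20 of 20 dense codes were higher than in siControl. The sparse codes were at 0.094 and 0.22 for H3K9me3 and 0.0020 and −0.26 for H3K36me2, so dense minus sparse rose by 0.86 (0.69 to 0.95) and 1.07 (0.90 to 1.18) for H3K9me3 and by 1.115 (1.00 to 1.16) and 1.44 (1.36 to 1.51) for H3K36me2. For H3K9me3 the siControl library had the lowest dense minus sparse of the 7 conditions of HAC 1-20. Untreated cells lay 0.35 above it and release 1.10, so an unusual siControl library is not excluded. The dense medians of both marks lay at percentile 99.9 or above of the matched lists, which did not keep the runs of neighbouring codes. H3K9me3 rose most at T111, T115 and T114 in both depletions, by 1.62, 1.40 and 1.37 after siKAT7 and by 2.03, 2.15 and 2.22 after siHJURP, all dense codes, and fell most at T091 (−0.78), T098 (−0.55) and T096 (−0.42) after siKAT7 and at T098 (−0.52), T101 (−0.39) and T091 (−0.37) after siHJURP.

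Of the 4 euchromatic marks 2 fell on the dense codes of HAC 1-20 after siKAT7 and 3 after siHJURP. H4K8ac fell, at −0.59 (−0.66 to −0.48) and −0.81 (−0.87 to −0.74), on 20 of 20 dense codes each time. H3K4me2 fell at −0.20 (−0.27 to −0.15), on 14 of 20, and at −0.55 (−0.60 to −0.49), on 18 of 20. The yardstick of H3K4me2 on the dense codes was only −0.021, so its calls need little beyond an interval that excludes 0. H4K20me1 fell after siHJURP, at −0.89 (−0.97 to −0.84), and was at −0.12 after siKAT7. In dense minus sparse 0 of 4 fell after siKAT7, where the sparse codes were at −0.68 for H4K8ac and −0.27 for H3K4me2, and 3 of 4 after siHJURP. H3K14ac was at −0.52 and −0.61, inside its yardstick of 1.13. With CenU reads as the reference H4K8ac was at −0.17 and −0.21, H3K4me2 at −0.084 and −0.15, and H4K20me1 after siHJURP at −0.10.

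CENP-A became less concentrated on the dense codes of HAC 1-20. Dense minus sparse fell, at −0.84 (−1.01 to −0.31) after siKAT7 and −0.81 (−0.99 to −0.64) after siHJURP, with dense codes at 0.39 and 0.25 and sparse codes at 1.22 and 1.06 against NCU reads. The study, on the scale of qPCR recovery, reported that CENP-A fell in both lines after either depletion. NCU reads are few in these libraries, 651 after siKAT7, so values above 0 may come from the reference. They do not show a gain of CENP-A. After siHJURP the sparse codes T095 (2.11), T096 (2.05) and T099 (1.81) rose most and T069 (−0.64), T125 (−0.39) and T111 (−0.18) fell most. After siKAT7 the library had 4611 matched reads and 14 codes passed 100 reads in both libraries, among which T089 (1.12), T116 (0.92) and T079 (0.76) rose most and T085 (0.39), T073 (0.50) and T074 (0.52) least. On the 34 carried codes of HAC 1-20 that HAC 4-65 does not carry, dense minus sparse was −0.078 after siKAT7 and −0.51 after siHJURP.

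In HAC 4-65 H3K9me3 rose on dense and sparse codes alike. It rose on the dense codes by 1.17 (1.106 to 1.26) after siKAT7 and 1.14 (1.02 to 1.21) after siHJURP, on 25 of 25 codes each time, with sparse codes at 0.91 and 1.16, also 25 of 25, so dense minus sparse was 0.26 and −0.021, within the yardstick. H3K36me2 rose on the dense codes by 0.78 (0.67 to 0.87) and 0.72 (0.69 to 0.77), and its dense minus sparse rose by 0.61 (0.46 to 0.70) and 0.16 (0.13 to 0.23). The yardstick of H3K36me2 dense minus sparse was only −0.00083, so there the call needs little beyond an interval that excludes 0. Among matched lists the dense median after siKAT7 lay at percentile 99.96 for H3K36me2 and 98.96 for H3K9me3. After siHJURP it lay at 58.8 and 81.0. With CenU reads as the reference the dense values were 0.21 and 0.011 for H3K9me3 and 0.44 and 0.094 for H3K36me2. T050 (1.57), T028 (1.498) and T078 (1.47) rose most in H3K9me3 after siKAT7, and T045 (2.01), T073 (1.87) and T032 (1.75) after siHJURP, while T047 changed least in both, at 0.011 and 0.094. The euchromatic marks went both ways: on the dense codes 2 rose and 1 fell after either depletion. After siKAT7 H4K8ac rose by 0.86 (0.78 to 0.98), H3K4me2 rose by 0.67 (0.49 to 0.80) and H4K20me1 fell, at −1.45 (−1.53 to −1.40). After siHJURP H4K20me1 rose by 1.112 (1.02 to 1.14), H3K4me2 rose by 0.58 (0.10 to 0.75) and H3K14ac was at −3.34 in a library whose codes scattered widely, and at −0.18 from summed reads. With CenU reads as the reference H4K8ac was at 0.34 and H4K20me1 at −0.36 after siKAT7, and H4K20me1 at 0.23 after siHJURP. The rise of H3K4me2 after siHJURP passed its yardstick of 0.55 by a narrow margin, in a library of 1772 CenU reads, and was 0.88 with a pseudocount of 5, and that after siKAT7 was 0.42 without a proxy. Without the scattered library the count after siHJURP was 2 rises and 0 falls among 3 marks. CENP-A dense minus sparse was 0.84 (0.39 to 1.15) after siKAT7 and 0.24 (−0.20 to 0.71) after siHJURP, both below the yardstick of −0.86 in size, and the siControl library held 1264 CenU reads. After siKAT7 that value was 0.35 without a proxy and 1.479 with a pseudocount of 5.

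HJURP depletion was also set against KAT7 depletion. On the dense codes H4K20me1 was at −0.83 (−0.90 to −0.78) in HAC 1-20 and at 2.51 (2.40 to 2.58) in HAC 4-65, and with CenU reads as the reference at −0.040 and 0.53. H3K9me3 on the dense codes was 0.39 (0.32 to 0.47) higher after siHJURP in HAC 1-20, or 0.24 with CenU reads as the reference, and at −0.080 (−0.16 to 0.015) in HAC 4-65, and CENP-A was at −0.16 and −0.39, within the yardstick. The messenger RNAs of KAT7 and HJURP were not analysed here.

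**Figure D4:**
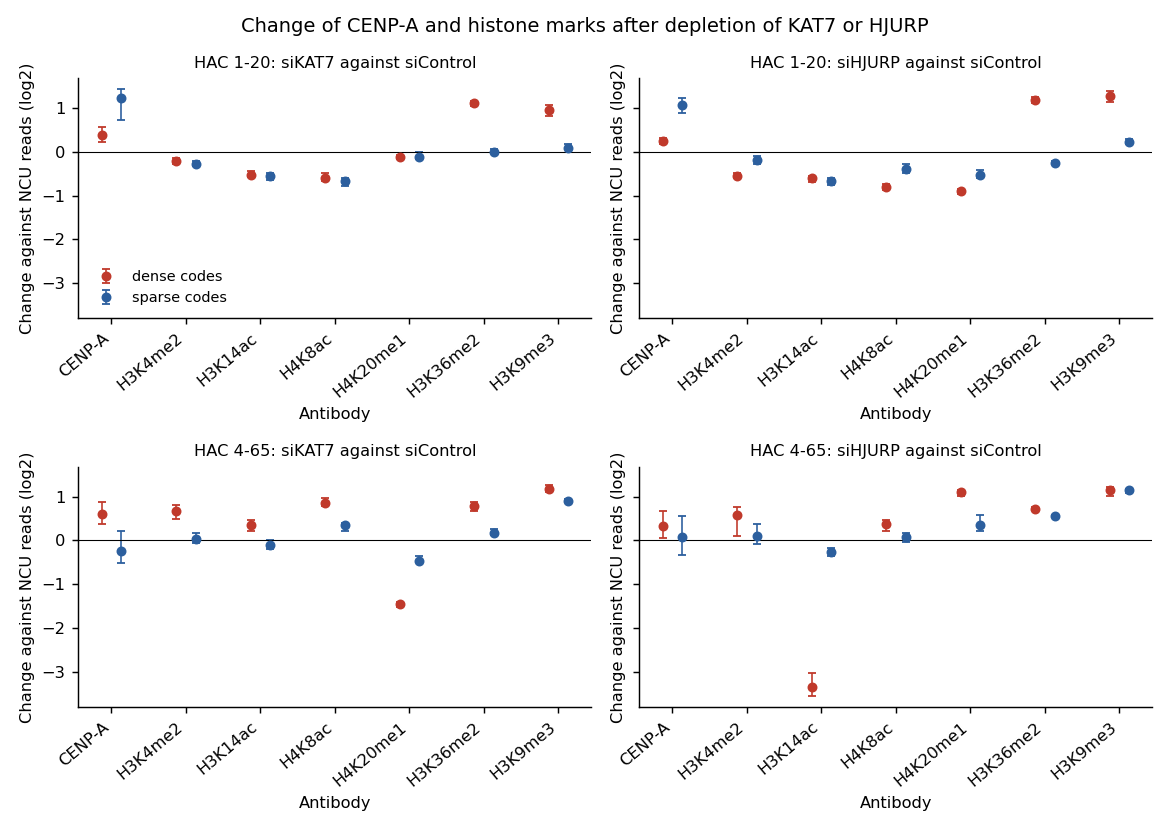
Change against NCU reads (log2) of CENP-A and 6 marks on dense (red) and sparse (blue) codes after siKAT7 and siHJURP against siControl in HAC 1-20 and HAC 4-65, 1 library per condition, with 95% counting intervals. H3K9me3 and H3K36me2 rose on dense codes in all 4 panels, and the H3K14ac point at −3.34 belongs to a library that scattered widely between codes.

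The scatter of a library was a robust standard deviation over carried CenU codes, taken of its log2 reads against the median of the other libraries of the line and antibody. In 5 libraries it was 1.73 to 2.74 on the log2 scale, and in the other 93 of HAC 1-20 and HAC 4-65 it was 0.17 to 1.17. They were the release libraries of H3K14ac in HAC 1-20 and of H3K4me2, H4K8ac and H4K20me1 in HAC 4-65, and the siHJURP library of H3K14ac in HAC 4-65. In the last, 41 of 75 codes held less than 10% of the mean reads per code, beside codes with more reads than in siControl.

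**Figure D5:**
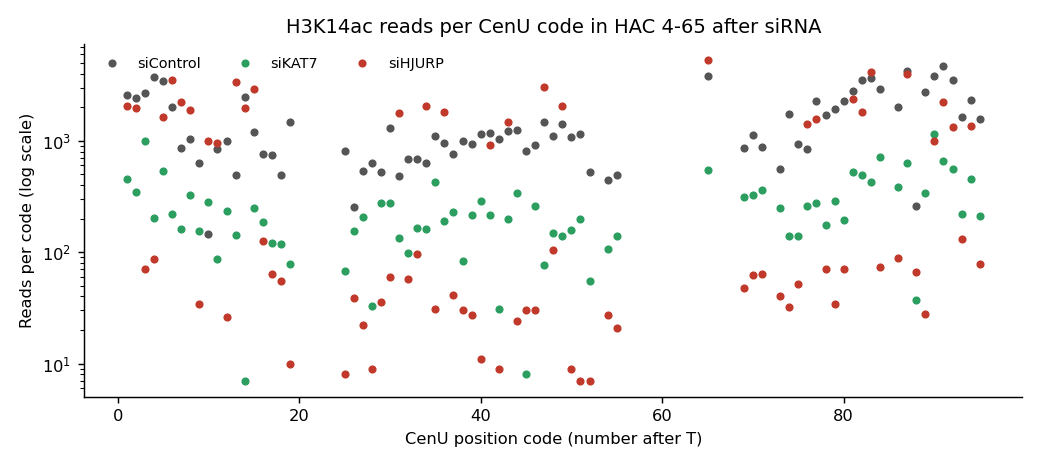
H3K14ac reads per carried CenU code of HAC 4-65 (log axis) after siControl, siKAT7 and siHJURP, 1 library each. After siHJURP many neighbouring codes differ by over 10-fold, and 41 of 75 codes lie below 10% of the mean of that library.

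Reads also fell on CenU codes that a line does not carry. They were 0.158% to 3.28% of CenU reads in the 49 libraries of HAC 4-65 and 0.192% to 7.30% in the 42 libraries of treated HAC 1-20 cells. In the 7 untreated libraries of HAC 1-20 they were 1.35% to 16.4%, with the highest value in H3K14ac.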

Values the study reported

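In HAC 1-20 the study gave correlations with CENP-A across position codes of 0.933 for H4K8ac and 0.971 for H4K20me1. It described CENP-A dense regions of 32 kb and 26 kb in HAC 1-20 and of 50 kb and 18 kb in HAC 4-65. It put the loss of the HAC per cell division at 0.135% in HAC 1-20 and 0.16% in HAC 4-65.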

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

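Of the tests below, the correlation of reads on codes not carried with HAC 4-65 was set before its result was seen, and the tests of scatter, of flatter profiles, of misassigned reads and of codes that HAC 4-65 does not carry were chosen after. The differences between lines were not tested.

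The first pattern is the wide scatter in 5 libraries. Counting noise at their depth is argued against, because the scatter was 12.9 to 71.8 times that of Poisson counts in the 5 libraries. New domains along the array are also argued against, because the deviations of neighbouring codes correlated at a median of 0.0856 (−0.199 to 0.217), under the 0.3 such domains would need. A small number of template molecules in the PCR remains a candidate explanation, since the NCU codes of these libraries scattered 1.73 to 11.4 times as far as in the other libraries of the line and antibody. Whether H3K14ac also left the dense codes of HAC 4-65 after siHJURP stays open, with 18 of 25 dense codes, 72% (exact interval 50.6 to 87.9), below siControl.

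The second pattern is the flatter profile of HAC 1-20 after both depletions, with less CENP-A contrast and more H3K9me3 on dense codes. More unspecific DNA in the depleted CENP-A libraries is argued against, because it would lower their CenU over NCU reads. These changed by 0.55 after siKAT7 and 0.47 after siHJURP on the log2 scale. The ratio does not give the amount of CENP-A. A hold near the G1/S border cannot be told apart, since the antibodies went both ways in dense minus sparse against siControl. H4K20me1 was at 1.23 after thymidine, −0.35 after siHJURP and 0.0029 after siKAT7. H4K8ac was at −0.71 and H3K4me2 at −0.16 after thymidine. After siKAT7 they were at 0.089 and 0.072, and after siHJURP at −0.41 and −0.36. H3K14ac was at −0.34 after thymidine, 0.034 after siKAT7 and 0.056 after siHJURP, all inside its yardstick of 0.61. Thymidine lay on the side of the depletions in CENP-A (−0.35), H3K9me3 (0.74) and H3K36me2 (1.01). The depletions overshot all 3, at −0.84 and −0.81, 0.86 and 1.07, and 1.115 and 1.44. The rule for this call was changed with the values known. An unusual siControl library of H3K9me3 cannot be told apart, with 1 library each. Its dense minus sparse was the lowest of the 7 conditions of HAC 1-20. Untreated cells lay above it by 0.35, colcemid by 0.59, thymidine by 0.74 and release by 1.10. The depleted libraries lay above it by 0.86 and 1.07, so release without depletion exceeded both. Chromatin change after loss of KAT7 or HJURP stays open beside an unusual siControl library and was not tested further.

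The third pattern is reads on codes that HAC 1-20 does not carry, above the highest HAC 4-65 library (3.28%) in 6 libraries. They were 6.04% of CenU reads in untreated H3K4me2, 16.4% in H3K14ac, 6.76% in H4K8ac, 4.01% in H4K20me1 and 5.13% in H3K9me3, and 7.30% in the release library of H3K14ac. Misassignment at a fixed rate among CenU reads is argued against by shares that differed 85.4-fold between libraries of HAC 1-20. Misassignment from NCU codes was not tested, and it would raise the share where CenU reads are few. CenU codes took 13.8% of matched reads in untreated H3K14ac and 85.3% in siHJURP CENP-A, the libraries with the highest and lowest share. In siKAT7 H3K14ac they took 13.7%, with 1.93% on codes not carried. DNA of HAC 4-65 as the whole source is argued against. Of 15941 reads on T002 to T064, 22.9% fell on 15 of 63 codes which HAC 4-65 does not carry (even share 23.8%). Over these codes the correlation with HAC 4-65 had a median of 0.23 (−0.095 to 0.34 over antibodies), which leaves DNA or reads of another HAC line open. No biological explanation was tested.

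The lines went opposite ways, each with a counting interval that excludes 0, in 15 of 84 pairs of values, and in 10 of these both values also exceeded their yardsticks. HAC 1-20 stands first in each sentence. From thymidine to colcemid CENP-A dense minus sparse was 0.34 against −0.48. It was −0.15 in HAC 1-20 on codes that HAC 4-65 does not carry and 0.28 in HAC 4-65 with a pseudocount of 5. Either value ends the opposition. In HAC 1-20 it was also 0.63 with codes split at the median density and 0.81 from summed reads, which keep its direction. From colcemid to release H4K8ac dense minus sparse was −0.38 against 1.502, the latter from a library of wide scatter, and the former turned to 0.17 against H3K9me3 alone, 0.092 with codes split at the median density and 0.21 from summed reads. After siKAT7 CENP-A dense minus sparse was −0.84 against 0.84, and on the dense codes H3K4me2 was −0.20 against 0.67, H3K14ac −0.52 against 0.36 (−0.076 in HAC 4-65 without a proxy) and H4K8ac −0.59 against 0.86. After siHJURP the dense values were −0.55 against 0.58 for H3K4me2, −0.81 against 0.39 for H4K8ac and −0.89 against 1.112 for H4K20me1, and dense minus sparse was −0.41 against 0.31 for H4K8ac and −0.35 against 0.75 for H4K20me1. For siHJURP against siKAT7 H4K20me1 was −0.83 against 2.51 on dense codes and −0.40 against 1.86 in dense minus sparse. H3K36me2 dense minus sparse was 0.22 against −0.41, and that of H3K9me3 0.27 against −0.23. Some values moved without changing sign. This H3K36me2 value became 0.35 in HAC 1-20 against H3K9me3 alone and −0.12 in HAC 4-65 without a proxy. This H4K20me1 dense minus sparse became −0.16 in HAC 1-20 and 1.16 in HAC 4-65 with the median split. That of siHJURP against siControl became −0.67 in HAC 1-20 from summed reads and 0.32 in HAC 4-65 with the median split.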

How the results depend on the processing

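Every alternative below was planned before the data were examined, except codes that HAC 4-65 does not carry, T001 left out and the proxy of 5 marks, which were chosen after, as were the tests that used them. The exact test over both lines was also added after. A single value at its smallest possible p adjusts to 0.0952 over 84 tests, and 0 passed, so it settled no value. As each group has 1 library, none was left out in turn. A minimum of 100 reads in every library left 0 codes in both lines and gave no value. Of 966 alternative values of the 117 called results, 17 changed direction, all listed here, and a pseudocount of 5 and the proxy of 5 marks turned none. Leaving out T001 could turn none, because T001 was neither dense nor sparse in either line. CenU reads as the reference cannot change a dense minus sparse value. The 966 include such fixed values, so 17 of 966 overstates how stable the results are. By result, 13 of the 117 were turned by at least 1 alternative. The cause was not tested unless named. With CenU reads as the reference, which removes any change that all CenU codes share, the dense value of CENP-A from thymidine to colcemid turned to 0.28 in HAC 1-20 and moved to −0.075 in HAC 4-65, and from colcemid to release it moved to −0.0041 and −0.12; also turned in HAC 1-20 were H3K9me3 from colcemid to release (0.52) and, for release against thymidine, H3K4me2 (0.12), H4K20me1 (0.25) and H3K9me3 (0.00044). H4K8ac dense minus sparse from colcemid to release in HAC 1-20 turned to 0.17 against H3K9me3 alone, 0.092 with codes split at the median density and 0.21 from summed reads, and for siHJURP against siKAT7 in HAC 4-65 to 0.19 with the median split, 0.43 without a proxy and 0.025 from summed reads (its dense value to 0.038 without a proxy). Without a proxy H3K4me2 of HAC 1-20 (0.057) and H3K14ac of HAC 4-65 (0.15) also turned for siHJURP against siKAT7, and from summed reads H4K20me1 of HAC 4-65 for release against thymidine (−0.45). On codes of HAC 1-20 that HAC 4-65 does not carry, dense minus sparse turned to −0.15 for CENP-A from thymidine to colcemid and to −0.26 for H4K20me1 for release against thymidine. It moved there to −0.078 for CENP-A after siKAT7, −0.51 after siHJURP and −2.42 for H4K20me1 from thymidine to colcemid, and the dense CENP-A value of that step to −0.71. H4K20me1 dense minus sparse from thymidine to colcemid moved in HAC 1-20 to −2.19 against H3K9me3 alone, −0.57 with the median split, −1.78 without a proxy and −1.32 from summed reads, and in HAC 4-65 to −2.61 with the median split and −2.74 without a proxy; dense CENP-A of HAC 1-20 moved to −0.92 against H3K9me3 alone. In untreated cells H4K20me1 moved to 1.54 and 2.31 with the median split (HAC 1-20, then HAC 4-65), 1.84 and 2.43 with untreated and siControl cells exchanged, and 2.03 and 1.94 without a proxy, and H3K9me3 to −1.78 and −1.77, −2.79 and −2.71, and −1.58 and −1.16. With a pseudocount of 5 it was −1.75 in HAC 1-20. H3K9me3 dense minus sparse in HAC 1-20 moved after siKAT7 to 0.62 with the median split, 0.61 without a proxy and 0.69 from summed reads, after siHJURP to 0.84 with the median split, and from thymidine to colcemid to −0.18 without a proxy, where HAC 4-65 gave −0.11 and, after siHJURP, 0.10. CENP-A dense minus sparse after siKAT7 moved to −1.08 in HAC 1-20 and 1.479 in HAC 4-65 with a pseudocount of 5, and to 0.35 in HAC 4-65 without a proxy; dense CENP-A from colcemid to release in HAC 1-20 moved to 0.46. The CenU share of HAC 4-49 was 45.9% on carried codes alone, and HAC 1-8 had 113 carried codes at a minimum of 0.02%. The shallowest libraries had 1264 CenU reads (CENP-A, siControl, HAC 4-65), 1462 (H3K9me3, untreated, HAC 1-20, which enters the density), 1772 (H3K4me2, siHJURP, HAC 4-65) and 2599 (CENP-A, thymidine, HAC 4-65).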

Other observations

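The H4K20me1 library of HAC 4-65 after siKAT7 and that after siHJURP moved apart, at −1.45 and 1.112 on the dense codes, while H3K9me3 moved by 1.17 and 1.14 and H3K36me2 by 0.78 and 0.72 in the same cells. H3K36me2 and H3K9me3 rose together on the dense codes in both lines and after both depletions. On the dense codes of HAC 1-20 they had also fallen together from thymidine to colcemid, at −1.81 and −1.38. After release they went opposite ways there against NCU reads, at 0.73 and −0.28, but not with CenU reads as the reference, at 0.35 and 0.52, and in HAC 1-20 dense minus sparse rose for both, by 0.48 and 0.73. In HAC 4-65 they were at 0.67 and −0.45, and with CenU reads at 0.24 and −0.12.

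The correlation of H4K8ac with CENP-A density in HAC 1-20 was 0.566 here. That is lower than the value quoted from the study above, as is the 0.878 of H4K20me1. The measures differ, since here a log2 level was set against a density from which the marks are subtracted.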
